A study of Mus musculus with 11 samples. Its data were reported in "Hypoxia-mediated repression of pyruvate carboxylase drives immunosuppression" (2024).

How the data were processed

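Transcript levels were measured in 11 orthotopic mammary tumors grown from E0771 cells, a mouse mammary carcinoma line of C57BL/6 origin. Per the labels, cells were injected into the fourth mammary fat pad of C57BL6J mice, and the tumors were excised from the mice. The title of every tumor also carries LFD, which is not spelled out there. The study fed all mice of its E0771 experiments the same diet. The cells carried a scrambled shRNA (scram, n = 4 tumors) or 1 of 2 lentiviral shRNAs against Pcx, the gene of pyruvate carboxylase (shPC25, n = 3 tumors; shPC28, n = 4 tumors). RNA came from whole tumors, so tumor cells and host cells were measured together. Groups and replicate numbers were taken from the sample labels. No label gives a scan date or a hybridization batch, so no batch could be examined.

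The authors prepared the RNA with a whole transcript labelling kit, hybridized it to mouse Clariom S arrays and analysed the arrays in the vendor's Transcriptome Analysis Console. The deposited values are log2 signals, 1 for each of 22206 probe sets in each tumor, given to 2 decimals and normalized between arrays by the authors. The algorithm that summarized probes into probe sets, the background correction and any filter are not given in the sources used here. Scanner files and detection flags were not used here. The log2 values ran from 1.43 to 18.7, and the medians of the arrays lay between 5.89 and 6.08. Gene symbols came from the platform annotation. Of the probe sets, 19572 carried 1 symbol, 0 carried several and 2634 carried none, and all 19572 symbols equalled the RefSeq symbol of the same Entrez gene. No genome coordinates are given because the build behind the array annotation is not named. Foxp3 was not matched to a probe set and is not analysed here.

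The log2 values were used as deposited, without a filter. Linear models with 1 mean per group were fitted to all 11 tumors in limma 3.58.1 under R 4.3.3 (lmFit and eBayes), so that the groups shared 1 estimate of the spread. There were 4 contrasts, namely shPC25 minus scram, shPC28 minus scram, the mean of both shPC groups minus scram, and shPC28 minus shPC25. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over all probe sets with a threshold of 0.05. The study used the same threshold in the vendor's software. The number of arrays limits the precision of every value.

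Before the data were examined, 29 gene lists were fixed for immune signaling, cell types, tumor programs and metabolism, with knowledge of the study's statement that immune signaling was lower in these tumors. Of their 588 members, 539 were matched to a probe set. Lists were tested with limma's camera at its preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 29 lists of a contrast. Beside it stand camera with a correlation estimated from the data and fry, which tests whether a list's genes move one way on balance. Members were also counted at an adjusted p below 0.05 adjusted over the list alone. The unit of the per-tumor list values is the mean log2 signal of the members. Differences of such means and of Pcx were tested by exact two-sided permutation over all splits of the tumors.

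The named genes were set by a rule fixed with the design. It takes Pcx, 10 genes that the study's text is about, the 10 highest and 10 lowest changes past the threshold of each contrast in which every shPC tumor lies on the same side of the scram mean, and up to 4 members of smallest p in each list. Where no gene passed in a direction, the 5 of smallest p were taken and are named as not past the threshold. Genes known only by a Gm or Rik symbol were skipped. The named alternatives were quantile normalization, median centring, leaving out dim probe sets (the lower limit removes the dimmest tercile, the stricter one all below the median), a trended and robust prior, array weights, a fit of the compared groups only, the methods' t-test, the replicate number as a block, the mean of a gene's probe sets in place of the brightest one in the lists, leaving out tumors, and a fold threshold of 2. The methods' t-test is the one that the study's general statistics name for comparing a pair of groups. The study did not name it for its gene calls, which it made in the vendor's software. In the closing part, 3 further lists (lymph node vessels and follicles, inflammatory fibroblasts, contractile fibroblasts and pericytes) and 14 families of genes by symbol were chosen after values had been seen.

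The fit was tested on simulated data with 22206 probe sets, of which 200 were changed. For the mean of both shPC groups minus scram it recovered 67.6% of changes of 1 log2 unit and 96.0% of changes of 2 log2 units. The shares at 1 log2 unit were 49.2% for shPC25 and 56.2% for shPC28. The changed probe sets were drawn at random and given independent noise. These shares therefore do not hold for genes that vary more between tumors. In the real data Dcn and Lum, at -3.21 and -3.19 for both groups, did not pass over all genes. The list test called 100% of the lists shifted by 0.5 log2 units and 2.86% of the unshifted lists when genes were simulated as independent. In the real data the estimated correlation was 0.357 in the fibroblast list and 0.541 in the neutrophil list, so these shares do not hold for the real lists. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.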

Results

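Whole-tumor transcript profiles were obtained from 4 scram, 3 shPC25 and 4 shPC28 E0771 tumors on mouse Clariom S arrays. Each profile holds log2 signals of 22206 probe sets. Arrays correlated with each other at r between 0.987 and 0.994 across probe sets, and 0 pairs of arrays were identical. The first principal component held 16.8% of the variance. On it, scram replicates 1, 2 and 3 lay at -40.8, -24.9 and -41.0, while scram replicate 4 lay at 2.44, inside the range of the shPC tumors (-3.71 to 26.1). Tumors are the replicates, and no label says whether the groups were grown or hybridized together. The study transduced the cells before injection and gives no repeat of that step, so the tumors of a group repeat the mouse only. A difference between the transduced cells apart from Pcx, the scram cells included, cannot be told from an effect of the hairpins here.

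Pcx encodes pyruvate carboxylase, the mitochondrial enzyme that makes oxaloacetate from pyruvate, and both hairpins target it. The Pcx signal (probe set TC1900000040.mm.2) was 3.98 ± 0.45 in scram tumors (SD, n = 4), 3.24 ± 0.16 in shPC25 tumors (SD, n = 3) and 3.11 ± 0.63 in shPC28 tumors (SD, n = 4). The difference from scram on the log2 scale was -0.73 (SE 0.33) for shPC25 and -0.87 (SE 0.31) for shPC28, and no percentage of the scram level is given because the signal lay near background. All 7 shPC tumors lay below the scram mean and 4 of them lay below every scram tumor. The exact permutation p was 0.0857 for shPC25 (35 splits), 0.0857 for shPC28 (70 splits) and 0.0212 for all shPC tumors together (330 splits). After adjustment over all probe sets by limma, the p-values were 0.588, 0.542 and 0.388 in the same order. Pcx was dim on these arrays. Of 1091 olfactory receptor probe sets, taken after the values were seen as genes not expressed in a tumor, 7.70% reached the scram mean of Pcx, and their 95th percentile was 4.22.

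**Figure D1:**
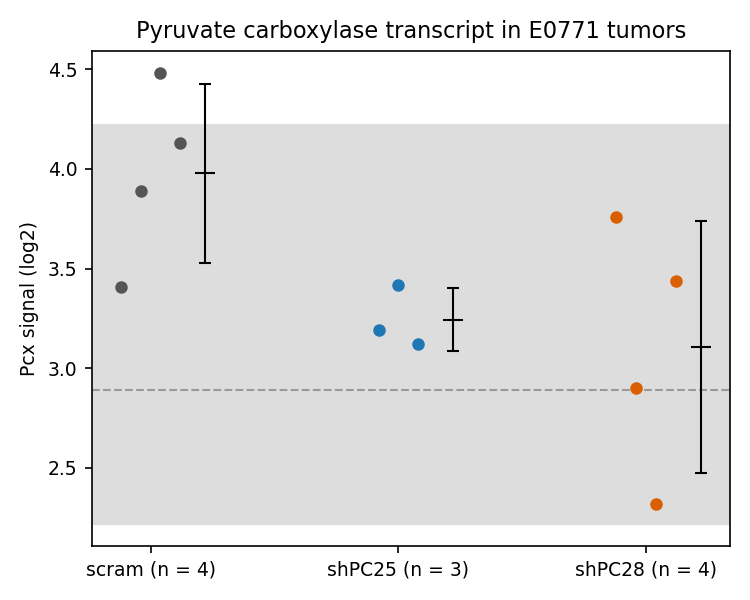
Pcx signal (log2) in each tumor by group, with points for tumors and bars for the mean and SD of 4 scram, 3 shPC25 and 4 shPC28 tumors. The grey band spans the 5th to 95th percentile of olfactory receptor probe sets (2.22 to 4.22) with their median (2.89) dashed, and most tumors of every group lie inside it.

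The comparison of both shPC groups together with scram asked how depletion of pyruvate carboxylase in the injected cells altered the tumor transcriptome. Lpcat2, Gtsf1 and Sod3 fell, and no gene rose past the threshold. Sod3, an extracellular superoxide dismutase, fell by 2.56 on the log2 scale (SE 0.32). Gtsf1, known from small RNA silencing in germ cells, fell by 3.02 (SE 0.37). Lpcat2, an acyltransferase that makes platelet-activating factor in inflammatory cells, fell by 1.39 (SE 0.16). The adjusted p was 0.0394 for each, and each was below the scram mean in 7 of 7 shPC tumors. These were the 3 probe sets past the limma threshold, out of 2022 at an unadjusted p below 0.05 where 1110 are given by chance. By the methods' t-test 0 passed, with 1958 at an unadjusted p below 0.05. With quantile normalization 0 passed by limma. At an adjusted p below 0.1 there were 29 probe sets, of which 20 were lower and 9 higher.

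Among genes that did not pass, the smallest p-values in the upward direction belonged to Uqcr10, Sgcd, Dcun1d4, St3gal6 and Hmgn5. Uqcr10, a subunit of respiratory complex III, differed by 0.77 (SE 0.12). Sgcd, a sarcoglycan, differed by 1.53 (SE 0.23) and St3gal6, a sialyltransferase, by 1.60 (SE 0.26). Dcun1d4 differed by 1.17 (SE 0.18) and Hmgn5, a nucleosome-binding protein, by 1.02 (SE 0.17). The adjusted p was 0.0692 for each of these 5. The count of 3 was sensitive to single tumors. It was 0 without shPC25 replicate 1 or 3 or shPC28 replicate 2 or 3, 1 (lower) without scram replicate 2 or shPC28 replicate 4, 5 (all lower) without scram replicate 1, 7 (all lower) without shPC28 replicate 1, and 8 without scram replicate 4 (7 lower, 1 higher) or shPC25 replicate 2 (6 lower, 2 higher). Without scram replicate 3 it was 3, of which 2 were higher and 1 lower, and Sod3 and Gtsf1 no longer passed (adjusted p = 0.0826 for each). Without scram replicate 2 none of the 3 named genes passed (adjusted p = 0.0837 for each). With 1 tumor left out, the adjusted p ran from 0.0239 to 0.0837 for Lpcat2, from 0.0222 to 0.117 for Sod3 and from 0.0181 to 0.117 for Gtsf1. The changes themselves ran from -1.472 to -1.249, from -2.821 to -2.191 and from -3.198 to -2.815 in the same order.

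Genes of fibroblasts and collagen matrix were lower in shPC tumors. The median member of this list differed by -1.44 on the log2 scale, and 14 of 16 measured members were lower. Lum and Dcn, proteoglycans of collagen fibrils, differed by -3.19 and -3.21. Thy1, a fibroblast surface protein, differed by -2.06, and Loxl1, an enzyme of elastin crosslinking, by -2.06. No member passed over all genes, and 9 were lower when adjusted over the list alone. The list fell by camera (adjusted p = 1.29e-09), and the adjusted p was 0.165 with an estimated correlation. Its mean signal was 11.01 ± 0.73 in scram (SD, n = 4), 9.67 ± 0.45 in shPC25 (SD, n = 3) and 9.69 ± 0.61 in shPC28 tumors (SD, n = 4). Endothelial genes did not move with it, with a median of 0.12 over 14 members (adjusted p = 0.714).

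Neutrophil genes showed a difference of the same size, with a median of -1.42 and 14 of 15 members lower. Mmp9, a gelatinase of neutrophil granules, differed by -2.79, Retnlg by -2.69, Ngp, a granule protein, by -2.69 and Trem1, an activating receptor of myeloid cells, by -1.34. Adjusted over the list alone, 8 members were lower. The list fell by camera (adjusted p = 1.29e-09), with an adjusted p = 0.228 with an estimated correlation. The TNF and NF-kB list had a median of -0.68, with 26 of 28 members lower and 8 lower when adjusted over the list alone. Socs3, a feedback inhibitor of cytokine signaling, differed by -1.20, the cytokine Osm by -1.58, the neutrophil attractant Cxcl5 by -2.58 and the transcription factor Cebpb by -0.81. This list fell too (adjusted p = 2.63e-11), and the adjusted p was 0.165 with an estimated correlation. Immune signaling is also what the study described as lower in these tumors, so the direction of the immune lists is not independent of that description. The legend of the study's own gene set test gives another number of tumors per group than the labels do, and whether it used the same tumors is not known.

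Macrophage and complement genes were lower as well. The macrophage and monocyte list had a median of -0.57 with 13 of 17 members lower, among them the endotoxin receptor Cd14 (-1.46), the scavenger receptor Msr1 (-0.69) and Itgam (-0.76). Complement had a median of -0.53 with 13 of 14 members lower, among them the C1 inhibitor Serping1 (-1.97), C1s1 (-0.80) and C1qc (-0.72). Both lists fell by camera (adjusted p = 5.19e-05 and 8.3e-08), and the adjusted p was 0.165 for each with an estimated correlation. Adjusted over the list alone, 2 macrophage and 3 complement members were lower. The epithelial-mesenchymal transition list had a median of -0.42 with 17 of 19 members lower. It fell by camera (adjusted p = 4.81e-06), with an adjusted p = 0.165 with an estimated correlation. Mmp3 (-2.42) and Mmp2 (-2.40), matrix metalloproteinases made by stromal cells, were its members of smallest p, while Twist1, a transcription factor of the mesenchymal program, was higher (0.64). Adjusted over the list alone, 7 members were lower and 1 was higher.

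The skeletal muscle, hypoxia and cholesterol lists fell by smaller amounts. Skeletal muscle genes had a median of -0.37 (adjusted p = 0.00152, and 0.293 as the adjusted p with an estimated correlation), led by the actin Acta1 (-1.37), which was highest in scram replicate 3 at 7.74. Its call ended with dim probe sets left out at the lower limit (adjusted p = 0.0667). Under the alternatives that kept every tumor, its median ran from -0.41 to -0.27. The median was -0.56 without scram replicate 1 and -0.21 without scram replicate 3. Hypoxia genes had a median of -0.18 (adjusted p = 0.0106, and 0.838 as the adjusted p with an estimated correlation), with Lox at -2.79, Ddit4 at -1.12 and Car12 at -1.40, while P4ha1 was at 0.33. Cholesterol and fatty acid synthesis genes had a median of -0.22 (adjusted p = 0.00706, and 0.838 as the adjusted p with an estimated correlation), with Dhcr7 at -0.43 and Insig1 at -0.42. Without scram replicate 1, scram replicate 3, shPC25 replicate 2 or shPC28 replicate 4 the hypoxia call ended (medians -0.10, -0.07, -0.18 and -0.16), and without scram replicate 1 or 2 the cholesterol call ended (medians -0.10 and -0.07). The hypoxia median was -0.30, -0.34 and -0.29 without scram replicate 2, scram replicate 4 and shPC25 replicate 3, and the cholesterol median was -0.38 without scram replicate 4. With median centring these medians were -0.08 for hypoxia and -0.13 for cholesterol, and both calls stayed (adjusted p = 0.00356 and 0.00518). In all, 9 of 29 lists fell and 0 rose, although 1 list rose without scram replicate 1, 2 or 3 or shPC28 replicate 1 or 3.

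**Figure D2:**
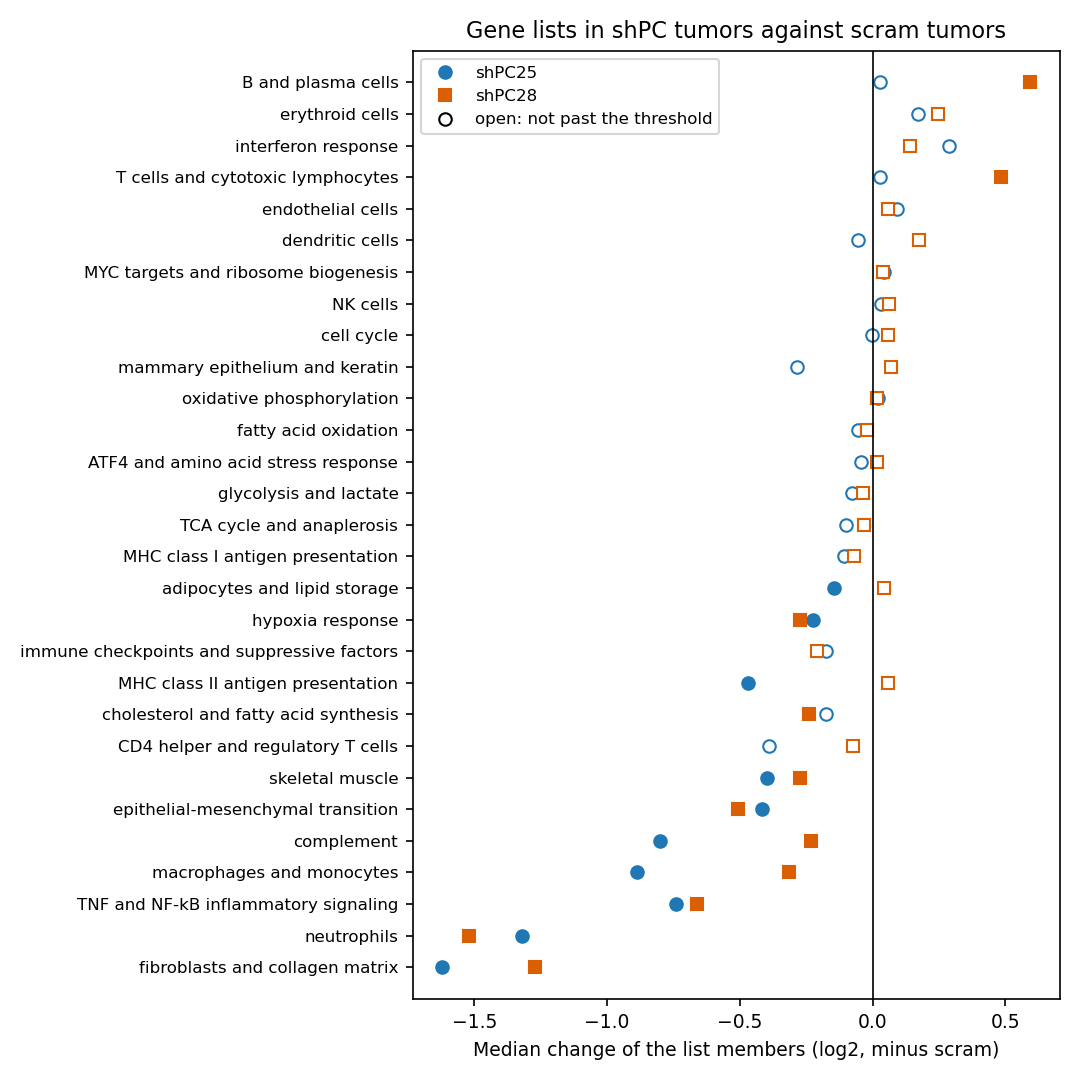
Median log2 change of the members of each of 29 gene lists against scram, for shPC25 (circles, n = 3 tumors) and shPC28 (squares, n = 4 tumors) against 4 scram tumors, with filled symbols for lists past the camera threshold at the preset correlation. Fibroblast and neutrophil lists lie lowest for both hairpins, between -1.62 and -1.27.

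Lymphocyte genes were not among those that fell. The T cell and cytotoxic list had a median of 0.23 (adjusted p = 0.242). Cd8a and Cd8b1, the chains of the CD8 coreceptor, differed by 0.77 (SE 0.50, adjusted p = 0.703) and 0.89 (SE 0.53, adjusted p = 0.677), and Cd4 by 0.10 (SE 0.30, adjusted p = 0.953). The CD4 helper and regulatory list had a median of -0.24 (adjusted p = 0.203), NK cells 0.06 (adjusted p = 0.714), B and plasma cells 0.34 (adjusted p = 0.204) and dendritic cells 0.08 (adjusted p = 0.965). The interferon list had a median of 0.23 with 30 of 32 members higher and did not pass (adjusted p = 0.0903). MHC class I had a median of -0.09 (adjusted p = 0.17), MHC class II -0.21 (adjusted p = 0.438), and the checkpoint and suppressive factor list -0.18 (adjusted p = 0.091). Cd274, the gene of PD-L1, differed by -0.56 (SE 0.30, adjusted p = 0.631).

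One tumor stood apart in these genes. In shPC28 replicate 4 the mean of the B and plasma cell list was 5.94, against 3.36 to 3.74 in the other 10 tumors, and that of the T cell list was 7.54. The B cell means of the other 10 tumors lay within the range of olfactory receptor probe sets (2.22 to 4.22). Differences of that list between groups may thus be background apart from this tumor. Glycam1 and Ccl21a, expressed by the vessels and stroma of lymph nodes, were at 11.13 and 10.85 in this tumor and at most at 3.94 and 5.59 in the other 10. These markers were chosen after the B cell values were seen. Without this tumor the medians of the T cell and B cell lists in the comparison of both shPC groups with scram were 0.01 and 0.06, and 9 lists fell, with the checkpoint list past the threshold (-0.26, adjusted p = 0.0442, and 0.528 as the adjusted p with an estimated correlation) and the hypoxia list not.

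**Figure D3:**
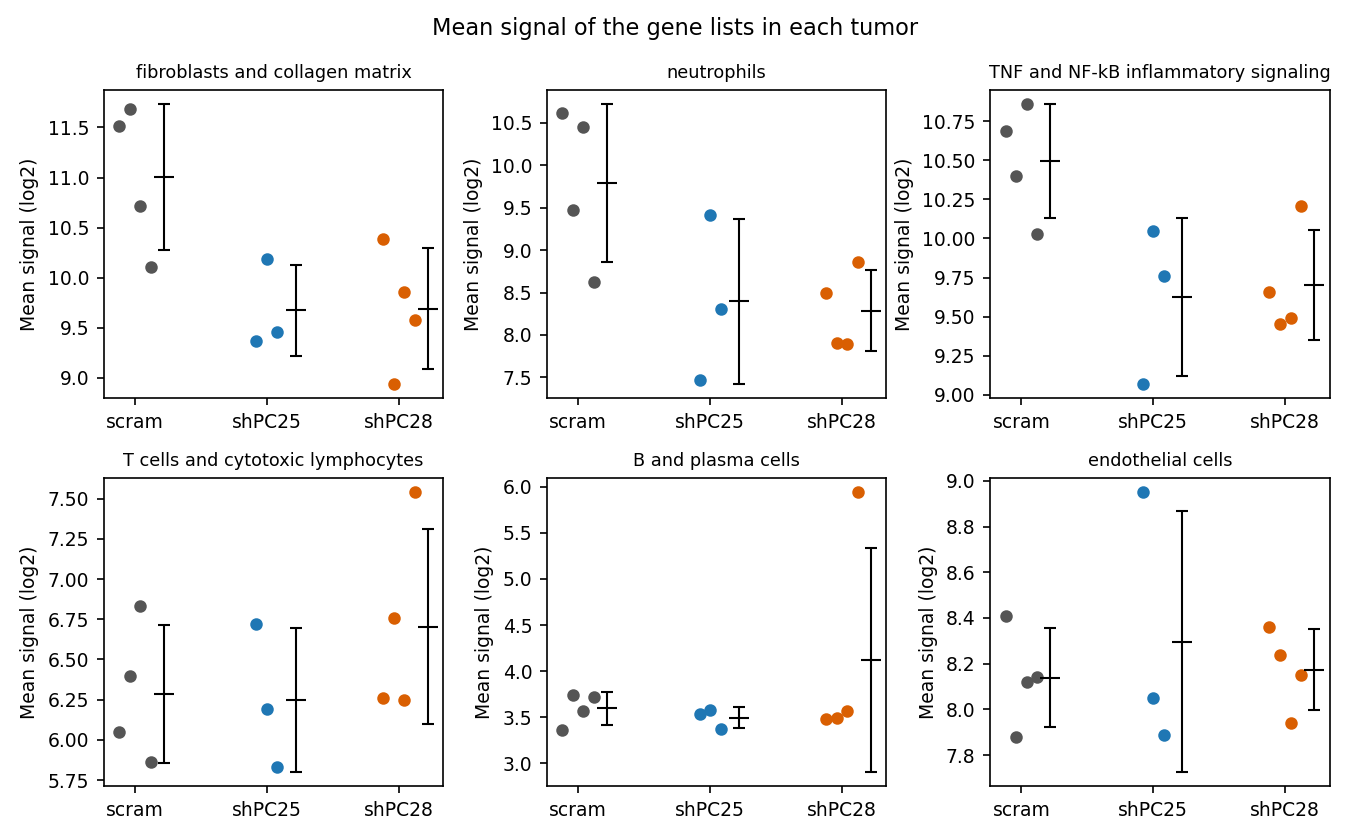
Mean log2 signal of the members of 6 gene lists in each tumor, with points for tumors and bars for the mean and SD of 4 scram, 3 shPC25 and 4 shPC28 tumors; vertical axes differ and do not start at 0. Fibroblast means are 11.01 in scram against 9.67 and 9.69 in the shPC groups, and 1 shPC28 tumor stands apart in the B and plasma cell list at 5.94.

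The metabolic genes of the study's text did not pass by limma, nor did the energy metabolism lists by camera. Ldha, which converts pyruvate to lactate, differed by -0.04 (SE 0.11, adjusted p = 0.945), and the monocarboxylate transporters Slc16a1 and Slc16a3 by 0.05 (SE 0.11) and -0.19 (SE 0.14). The study measured the proteins of Ldha and Slc16a1, and TCA cycle transcripts, in cultured cells. Whole-tumor RNA is another material and, for the proteins, another measure. Hif1a differed by -0.33 (SE 0.14, adjusted p = 0.523). The medians of the glycolysis, TCA cycle, oxidative phosphorylation and fatty acid oxidation lists were -0.06, -0.06, 0.02 and 0.02, with adjusted p of 0.17, 0.11, 0.698 and 0.332. In the TCA list, Sdhd (-0.68), Idh3a (-0.47), Dlat (-0.52) and the malic enzyme Me1 (-1.68) had the smallest p-values, and none passed. The ATF4 stress list had a median of -0.03 (adjusted p = 0.965). Proliferation genes were alike, with 0.06 (SE 0.15) for Mki67, 0.04 for the cell cycle list (adjusted p = 0.714) and 0.06 for MYC targets (adjusted p = 0.498). Adipocyte genes had a median of -0.15 (adjusted p = 0.17), mammary epithelium 0.03 (adjusted p = 0.698) and the 3 measured erythroid genes 0.29 (adjusted p = 0.438). Median centring turned the sign of the glycolysis, TCA cycle, MHC class I and ATF4 medians, to 0.04, 0.03, 0.00 and 0.06. It raised the median of all changes by 0.0948 (0.02 as deposited), more than the size of any of these medians. The mean change was below 0 where the median was above 0 for the mammary epithelium (-0.15) and fatty acid oxidation (-0.06) lists.

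The next comparison set shPC25 tumors alone against scram. Lpcat2 differed by -1.68 (SE 0.19, adjusted p = 0.0505), Sod3 by -2.83 (SE 0.39), S1pr3, a sphingosine-1-phosphate receptor, by -1.94 (SE 0.29), Serping1 by -2.51 (SE 0.38) and Plxdc2 by -1.97 (SE 0.31). None passed the threshold. The smallest p-values in the upward direction, also not past it, belonged to Sgcd (1.65, SE 0.28), Il17f (1.15, SE 0.20), Dzip1 (1.01, SE 0.18), Frat1 (0.89, SE 0.16) and Dnajc30 (1.11, SE 0.20). By limma 0 genes passed, with 1876 at an unadjusted p below 0.05, and by the methods' t-test 0 passed, with 1490. Without scram replicate 4 there were 6 genes, without scram replicate 3 there were 3, without shPC28 replicate 3 there were 2, and without scram replicate 2 or shPC25 replicate 2 there was 1.

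By list, 10 fell and 0 rose in shPC25 tumors. The medians were -1.62 for fibroblasts and collagen matrix, -1.32 for neutrophils, -0.89 for macrophages and monocytes, -0.80 for complement, -0.74 for TNF and NF-kB, -0.47 for MHC class II, -0.42 for epithelial-mesenchymal transition, -0.40 for skeletal muscle, -0.22 for hypoxia and -0.15 for adipocytes. With an estimated correlation none passed, and the smallest adjusted p was 0.183. C1qa, C1qb and C1qc, the chains of C1q made by macrophages, were lower when adjusted over the list alone, at -1.04, -1.12 and -1.18. So were Col1a1 (-2.00) and Col3a1 (-2.54), as 8 of 16 fibroblast members were. Median centring moved the median of all changes in this contrast by 0.12 (0.02 as deposited), and with it the medians of the adipocyte and hypoxia lists were -0.02 and -0.10. Without scram replicate 4 the count of lists was 17.

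In shPC28 tumors alone, Gtsf1 differed by -3.42 from scram (SE 0.42, adjusted p = 0.0897), followed by H6pd, a pentose phosphate enzyme of the endoplasmic reticulum (-1.12, SE 0.15), Bdkrb1, a bradykinin receptor (-1.96, SE 0.29), Sod3 (-2.28, SE 0.36) and the protease Htra4 (-2.19, SE 0.35). The smallest p-values in the upward direction were those of Rasef (1.17, SE 0.17), Hmgn5 (1.16, SE 0.19), Dcun1d4 (1.28, SE 0.21), Uqcr10 (0.79, SE 0.13) and Zfp512 (1.06, SE 0.18). None of these passed the threshold. By limma 0 genes passed, with 1646 at an unadjusted p below 0.05, and by the methods' t-test 0 passed, with 1635. Without scram replicate 3 or shPC28 replicate 4 there was 1 gene.

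By list, 9 fell and 2 rose in shPC28 tumors. The medians of those that fell were -1.52 for neutrophils, -1.27 for fibroblasts and collagen matrix, -0.66 for TNF and NF-kB, -0.51 for epithelial-mesenchymal transition, -0.32 for macrophages and monocytes, -0.27 for skeletal muscle, -0.27 for hypoxia, -0.24 for cholesterol and fatty acid synthesis and -0.23 for complement. The T cell and cytotoxic list (0.49, adjusted p = 0.00709) and the B and plasma cell list (0.59, adjusted p = 0.00817) rose. With an estimated correlation none passed, the smallest adjusted p was 0.29, and those of the T and B cell lists were 0.761 and 0.79. Without shPC28 replicate 4, which stood apart in Glycam1 and Ccl21a, the B cell median was -0.04 (adjusted p = 0.877), while the T cell median was 0.38 with its call lost (adjusted p = 0.311). The hypoxia and cholesterol calls ended too (-0.12 with adjusted p = 0.311, and -0.12 with adjusted p = 0.0961), and the complement median was -0.34. Without scram replicate 3 the count of lists was 7.

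The hairpins were then compared with each other. No gene differed between shPC28 and shPC25 by limma, with 1023 at an unadjusted p below 0.05, fewer than the 1110 given by chance, and by the methods' t-test 0 passed, with 929. The smallest p-values were those of Rasef (1.05, SE 0.19), Tmtc3 (0.93, SE 0.17), Ramp1 (0.88, SE 0.17), Tas2r137 (1.07, SE 0.24) and C1qc (0.93, SE 0.21), higher in shPC28, and of Frat1 (-0.85, SE 0.16), Il17f (-1.06, SE 0.20), Haus4 (-0.66, SE 0.13), Slc22a14 (-0.74, SE 0.15) and Wscd1 (-0.78, SE 0.16). Each had an adjusted p of 0.993. By list, 7 were higher in shPC28 than in shPC25 tumors, with medians of 0.72 for B and plasma cells, 0.60 for complement, 0.58 for MHC class II, 0.44 for T cells, 0.40 for mammary epithelium and keratin, 0.39 for macrophages and 0.23 for dendritic cells. With an estimated correlation none passed, and the smallest adjusted p was 0.573. Without shPC28 replicate 4 the calls of T cells, B cells, macrophages and dendritic cells ended (adjusted p = 0.331, 0.985, 0.0707 and 0.718). Their medians were then 0.18, -0.02, 0.30 and 0.05, so the macrophage difference kept most of its size. In that fit 4 lists passed. Of these, MHC class II (0.40), complement (0.39) and mammary epithelium and keratin (0.35) were again higher, while the interferon list was lower in shPC28 (-0.30, adjusted p = 0.0377). With an estimated correlation the adjusted p was 0.994 for each of these 4.

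No gene passed the threshold in the same direction in both single-hairpin comparisons. Across probe sets, which are not independent replicates, the changes of both hairpins correlated at r = 0.675 (Spearman rho 0.558). Both comparisons share the scram tumors, and unchanged groups simulated against the same controls gave r = 0.462. With the scram tumors split between the comparisons in 6 ways, so that these shared no tumor, r was 0.203 to 0.331. The covariance was 0.085 against 0.0342 in the simulation, a difference of 0.0508. At an unadjusted p below 0.05, 372 probe sets were lower with both hairpins and 290 were higher. The simulation gave 115 in each direction, and independent lists of the same lengths gave 34.4 and 35.1. Genes were simulated as independent, while those measured were not, with an estimated correlation of 0.631 in the interferon list. The spread of r and of these counts by chance is therefore not known. A shared effect of the hairpins is not established by them.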

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

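The tests of the tumor splits were set before their results were seen, and the other tests of explanations in this part were chosen or reworded only after results were seen. In groups of 4 tumors, a tumor was singled out where its gap to the nearest other tumor took up nearly the whole range of the group. Of 352 such groups, 14 were, and chance gives about 1 in 20, or 18. In shPC28 tumors, replicate 4 was lowest for C1qa (12.19, others 12.45 to 12.49) and highest for Fcrla (4.13, others 3.07 to 3.23), Thy1 (8.36, others 7.30 to 7.45), the B and plasma cell list (5.94, others 3.48 to 3.57) and the complement list (10.30, others 9.96 to 9.98). Replicate 1 of that group was lowest for Car12 (4.82, others 6.53 to 6.73), Ctla4 (4.83, others 6.56 to 6.91) and Mmp9 (8.07, others 9.84 to 10.20) and highest for the erythroid list (6.46, others 5.17 to 5.28). Replicate 2 was lowest for the MYC list (13.66, others 13.71), and replicate 3 for Epb42 (2.62, others 3.18 to 3.28). The Epb42 and Fcrla values of this group lie within the range of olfactory receptor probe sets (2.22 to 4.22), so their gaps may be background. Among scram tumors, replicate 3 was lowest for Osm (9.30, others 9.74 to 9.77) and highest for Sdhd (14.80, others 13.98 to 14.10), and replicate 4 was lowest for the complement list (9.71, others 10.63 to 10.68). The hairpins differed by camera in 7 lists, namely B and plasma cells (0.72), complement (0.60), MHC class II (0.58), T cells (0.44), mammary epithelium and keratin (0.40), macrophages (0.39) and dendritic cells (0.23), as medians of shPC28 minus shPC25. None of the 7 passed with an estimated correlation (smallest adjusted p = 0.573), and without shPC28 replicate 4 the B cell, T cell, macrophage and dendritic cell calls ended. Their medians were then -0.02, 0.18, 0.30 and 0.05, so the macrophage difference kept most of its size.

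The T and B cell lists rose in shPC28 tumors, whose replicate 4 had the highest values (adjusted p = 0.761 and 0.79 with an estimated correlation). Lymph node tissue in that tumor is a candidate source for the B cell list, since the fourth mammary fat pad holds a lymph node and the B cell median was -0.04 without it. The mean of 13 markers of lymph node vessels and B cell follicles was 2.46 log2 units above every other tumor, but the list was written after the B cell values were seen, holds genes of B cells, shares 3 genes with other lists, and 3 of its 12 genes highest in this tumor lead by 0.1 or less. Its 5 vessel and stroma genes alone had a mean 3.14 above every other tumor (6.45 against 2.79 to 3.30), which rests on Glycam1 (11.13), also known from mammary epithelium, Ccl21a (10.85) and Ccl19 (5.29), while Madcam1 (2.31) was not highest. The T cell median was 0.383 without this tumor, with its call lost (adjusted p = 0.311 by camera). The T cell list means of shPC28 replicates 1, 2 and 3 (6.26, 6.76 and 6.25) lay within the scram range (5.86 to 6.83), against 7.54 in replicate 4. The rise of the list mean therefore came largely from this tumor, and what raised it there stays open. A lymphoid structure inside the tumor, which would show the same genes, was not tested.

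The fibroblast, neutrophil and NF-kB lists fell with both hairpins by camera, but not with an estimated correlation (adjusted p from 0.234 to 0.414 for shPC25 and 0.29 to 0.338 for shPC28). Fewer host cells of every kind would lower endothelial genes alike. Their list mean changed by 1.41 log2 units more than that of fibroblasts (exact permutation p = 0.0121, 330 splits). The fibroblast list was taken for its fall (-1.32), so this p largely tests that fall again. The endothelial mean itself did not fall (0.09, exact permutation p = 0.721), which argues against an equal loss of all host cells. Muscle or fat around scram replicate 3 as the whole cause is argued against too, since without that tumor the fibroblast, neutrophil and NF-kB medians were -1.58, -1.11 and -0.60, all called at the preset correlation, although for the fibroblast list, whose mean in it (10.72) lay below the scram mean (11.01), leaving it out could only widen the difference. Tumor size, the way tumors were sampled, differences between the transduced cells apart from Pcx and, as a hypothesis, an effect of Pcx depletion on the stroma stay open and untested. The study reported larger primary tumors from Pcx-depleted E0771 cells, and whether that holds for the tumors on the arrays is not known here. Whole-tumor RNA does not tell whether host or tumor cells were the source of these genes.

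Pcx differed by less than 1 log2 unit in either shPC group. A signal near the background of the arrays may compress the difference, as 7.7% of olfactory receptor probe sets reached the scram mean of Pcx. Pcx RNA of host adipocytes, which carry no hairpin, would make Pcx follow adipocyte genes within groups. Over 11 tumors the within-group Pearson r was 0.28 (permutation p = 0.459, adjusted p = 0.459 over 2 relations) and Spearman rho was 0.282 (permutation p = 0.46), and r was -0.299 without the 2 tumors farthest out, so the tumors are too few to decide. A loss of the hairpin in vivo was not tested.

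Other splits of the same tumors were compared with the real one. For both shPC groups against scram, 3 of 100 splits, the real one included, gave at least its 3 genes past the threshold, with 12 as the highest other count, and 2 of 100 gave at least its 2022 genes at an unadjusted p below 0.05, with 2074 as the highest other. The 100 splits were drawn from 330. These shares are below 0.05 for 2 of the 12 counts tested in this way, but without correction over the 12. Chance was therefore not excluded for them, and the count of 3 genes fell to 0 without any 1 of 4 tumors. The split with 12 genes set scram replicate 4, shPC25 replicate 1 and shPC28 replicates 2 and 4 against the rest, which may point to a structure of the tumors apart from the groups, a reading that was not tested. For its 9 lists, 48 of 100 splits gave as many, with 19 as the highest other and 8 as the median of the others, so chance was not excluded. For shPC25 against scram, 2 of 35 splits gave at least 1876 genes at an unadjusted p below 0.05 (highest other 1936) and 14 of 35 gave at least 10 lists (highest other 19). For shPC28 against scram, 2 of 35 gave at least 1646 genes (highest other 1843) and 16 of 35 gave at least 11 lists (highest other 19). For shPC28 against shPC25, 20 of 35 gave at least 1023 genes (highest other 1676) and 19 of 35 gave at least 7 lists (highest other 15). Chance was not excluded for any of these 6 counts. The real counts past the threshold were 0 in the single-hairpin comparisons and between the hairpins, so that all 35 of 35 splits gave as many, with 2, 0 and 1 as the highest others.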

How the results depend on the processing

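The exact permutation of list means over tumors was chosen after seeing the data, and the other alternatives were fixed before. The Pcx differences, the 3 named genes and the 9 lists called for both groups kept their direction under the alternatives run, while median centring turned the medians of 4 lists not called for both groups. For both shPC groups together, the count of 3 genes became 0 with quantile normalization and with the methods' t-test, 8 (all lower) with array weights and 22 (15 lower, 7 higher) with a trended and robust prior. At the stricter limit on dim probe sets the count was again 3, of which 2 were lower and 1 higher. Gtsf1 was itself left out there as dim, so these were not the same 3 genes. For shPC25, the count of 0 became 1 without dim probe sets at either limit, 1 with array weights and 2 with the trended and robust prior, and for shPC28 it became 9 (7 lower, 2 higher) with that prior, which also gave 1 gene in the same direction in both. Leaving out tumors, alone or 1 scram and 1 shPC28 tumor together, gave 0 to 47 genes for both groups, with 47 without scram replicate 4 and shPC28 replicate 1, 0 to 7 for shPC25, 0 to 1 for shPC28 and 0 to 1 in both. Between the hairpins it was 0 under every alternative run. Counts of lists were 6 for shPC25 without dim probe sets at either limit and with the methods' t-test, 7 for shPC28 with that test, and 3 and 4 between the hairpins without dim probe sets at the stricter limit and with that test. They were 0 in all 4 comparisons with an estimated correlation and by fry on balance, while fry's test for change in either direction called 6 lists for shPC25, 1 for shPC28, 8 for both and 1 between the hairpins, and 0 for both groups by exact permutation over tumors, where 6 lists had p below 0.05 before adjustment. Leaving out tumors gave 7 to 17 lists for shPC25, 7 to 15 for shPC28, 8 to 14 for both (14 without scram replicate 4 and shPC28 replicate 4) and 4 to 8 between the hairpins. For both groups, 1 list was higher with the trended and robust prior (9 lower) and with the replicate block (10 lower), and 1 or 2 were higher in some fits with tumors left out. The cause of these differences was not tested. Pcx stayed lower, at -0.92 to -0.57 for shPC25 and -1.28 to -0.44 for shPC28 with tumors left out (-0.44 without scram replicate 3 and shPC28 replicate 3). With the replicate number as a block, the count for both shPC groups was 0 and no other count of genes changed its side, and the hypoxia median for both was -0.29. No label says whether the number pairs the tumors. Around their group means, 2 of 10 same-numbered pairs correlated above 0.1 (r from -0.18 to 0.14). Of 11 tumors, 3 correlated best with their own number. So few tumors cannot decide whether they were paired. A fit of the compared groups only equals the fit used for both groups together. Signal over background could not be judged from detection flags, which limits dim genes such as Pcx.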

Other observations

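The tests of symbol families, of the scale of the TCA cycle list and of the relation of the NF-kB and fibroblast lists were chosen only after results were seen, and the test of fibroblast subtypes was set before its own result was seen but on lists written after the fall of the fibroblast list. Of 14 families of genes taken by the start of their symbol, 4 passed camera for both shPC groups against scram. Chemokines were lower, with a median of -0.26 over 37 genes and 22 lower (adjusted p = 0.00364). Matrix metalloproteinases and ADAM proteases were lower on balance, with 14 of 71 lower at an unadjusted p below 0.05 and 0 higher (adjusted p = 0.0132), although their median was -0.04 and turned to 0.05 with median centring. Histone genes were higher, with a median of 0.11 over 82 genes and 63 higher (adjusted p = 0.00688), as were mitochondrial ribosomal proteins, with a median of 0.08 over 76 genes and 54 higher (adjusted p = 0.0132). With an estimated correlation none passed, and the adjusted p was 0.658 for chemokines, proteases and mitochondrial ribosomal proteins and 0.799 for histones. By exact permutation of the family means over 330 splits, the p was 0.379, 0.0152, 0.152 and 0.0697 in the order given, and the smallest adjusted p was 0.212. The chemokine family holds Ccl21a, Cxcl13 and Ccl19, which were highest in shPC28 replicate 4, and without that tumor its median was -0.30 (adjusted p = 0.000448, and 0.505 as the adjusted p with an estimated correlation) with an exact permutation p = 0.019 over 210 splits (adjusted p = 0.133). The other 3 families passed camera without that tumor too. With an estimated correlation their adjusted p was then 0.505 for proteases, 0.628 for histones and 0.599 for mitochondrial ribosomal proteins. Olfactory receptors then passed camera as well (median 0.07, adjusted p = 0.0408, and 0.505 as the adjusted p with an estimated correlation). Collagens as a whole family did not pass (median 0.04 and mean -0.17 over 42 genes, tested as lower, adjusted p = 0.637), although the fibroblast list that holds the fibrillar collagens fell.

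In the TCA cycle list, the mean signal of all 7 shPC tumors lay below every scram tumor, with a difference of -0.13 (exact permutation p = 0.0273, 330 splits, adjusted p = 0.158 over 29 lists). With quantile normalization 6 of 7 did and the difference was -0.12 (exact permutation p = 0.0273). With median centring 3 of 7 did and it was -0.04 (exact permutation p = 0.488). Median centring moved the median of all changes by 0.0948 in this contrast, which was 0.02 as deposited. That shift is near the size of the TCA difference, so the loss under centring does not tell which scale is right. By fry's test for change in either direction the list passed (adjusted p = 0.0222).

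A hypothesis is that fibroblasts are a source of the lower inflammatory transcripts. Then inflammatory fibroblast genes may fall more than contractile ones, and the NF-kB list may follow the fibroblast list within groups. The mean of 12 inflammatory fibroblast genes differed by -0.58 (exact permutation p = 0.0303) and that of 12 contractile fibroblast and pericyte genes by -0.09 (exact permutation p = 0.618), but the difference between them was -0.481 (exact permutation p = 0.1, 330 splits), short of the threshold. Over 11 tumors the within-group Pearson r of the NF-kB and fibroblast lists was 0.393 (permutation p = 0.261, adjusted p = 0.459 over 2 relations) and Spearman rho was 0.455 (permutation p = 0.197), with r = 0.571 without the 2 tumors farthest out. Neither test decided the hypothesis.

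The study described fewer CD8-positive and more CD4-positive cells in E0771 tumors with Pcx depletion by staining. Here Cd8a and Cd8b1 were at 0.77 and 0.89 and Cd4 at 0.10 against scram, none past the threshold, and 1 shPC28 tumor stood apart in Glycam1 and Ccl21a. These values include that tumor, without which the T cell list median for both groups was 0.01 instead of 0.23. No value of Cd8a or Cd8b1 without it is given here, so their direction is not set against the staining. Stained cells and whole-tumor RNA are different measures, and whether the stained tumors were those on the arrays is not known here.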
